A study of Mus musculus with 3 samples.

How the data were processed

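RNA was measured by bulk sequencing of stranded poly(A)-selected libraries from mouse ankle synovium cells. The cells carried the tdTomato reporter of the Ai9 line, switched on by a Cre recombinase expressed from the Efhd1 gene, and had been sorted for tdTomato, per the labels' protocols. They were then cultured for 24 h on collagen-coated plates of 0.2, 8 or 64 kPa, called soft, intermediate and stiff here. Each level had 1 library, so there was no replicate at any level. The labels call the sorted cells telocytes, an interstitial cell type.

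The deposited signal values are gene counts divided by a size factor per library. That they are normalized by DESeq2 comes from the deposited files' names. The aligner, the counting tool, the genome build and the annotation are not stated by the labels or the files. The 3 deposited files held identical values, a single table of 56833 genes and 3 columns, and each column carries the title of 1 sample, which is how it was assigned to its stiffness level. No read was counted for 33275 of the genes. In each column 100.0% of the values were whole multiples of the smallest positive value, so whole reads were recovered by dividing by it. One read was worth 1.03 normalized counts in the soft, 0.943 in the intermediate and 1.03 in the stiff library. A count-based test on the recovered reads needs replicates and was not made, and no p-value is given anywhere.

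The recovered reads summed to 25487064 in the soft, 28081600 in the intermediate and 26474862 in the stiff library. The 10 most abundant genes of each library took 7.20%, 6.79% and 6.59% of its reads, in that order. Intervals of log2 ratios are exact 95% Clopper-Pearson intervals of the share of reads between the 2 libraries compared, computed without a pseudocount. They cover counting error only, since amplified reads are not independent molecules and differences between cultures are not included. A count of 0 allows up to 3 reads, which is 3.08, 2.83 and 3.08 normalized counts in the soft, intermediate and stiff library.

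Log2 ratios were computed from the deposited values with a pseudocount of 1, so they understate the change of low genes. Genes were counted as changed when the log2 ratio reached 1 in size and the mean over the 3 libraries was at least 50 normalized counts, which left 11873 genes. A gene moved in one direction over both stiffness steps when each step reached 0.5 in the same direction. Counts were set beside 100 simulated sets of unchanged libraries, drawn as Poisson reads at the observed means. The same simulation gave the correlation that arises because both ratios share the soft library. It holds counting error and no variation between cultures.

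Gene lists were summarised by the median log2 ratio of their genes with a mean of at least 10 normalized counts, and by the percentile of that median among 10000 random lists matched in size and in 20 bins of mean expression. A list needed 5 such genes. Of 22 lists fixed before the data were examined, 15 met this. Named genes followed a rule also fixed then: per comparison the 5 highest and 5 lowest log2 ratios among genes with a mean of at least 100, leaving out unnamed gene models and mitochondrial genes, the 5 genes with the largest smaller step in each direction, Efhd1, and the members of the fixed lists. A further 3 lists, of long housekeeping, interferon response, and basophil, mast and cytotoxic cell genes, were written after the data had been examined. Random lists draw genes singly, while the genes of a written list can move together with any difference between cultures. The random range is therefore too narrow for such lists. A percentile places a list among unrelated genes and does not measure evidence for a cause.

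Genes were matched to the GENCODE vM39 annotation of GRCm39 by symbol, which is a match made here and not the build of the counting. Of 14291 genes with a mean of at least 10, 13923 matched by symbol, 122 by Ensembl identifier and 69 through synonyms on the same chromosome in a RefSeq table for GRCm38.p6, and 177 had no match. Lengths and GC contents are those of the Ensembl canonical transcript. After a trend of the ratios with length and GC content had been seen, 2 versions of a correction were tried. The first subtracted the median of the 200 nearest genes in ranks of length and GC content. It left long housekeeping genes shifted, and a second version was then written, a robust local linear fit over the 300 nearest genes in log2 length and GC content. Both were kept as alternatives and neither is the main setting. Where only one corrected value is given, it is from the second version.

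The alternatives fixed before the data were examined were pseudocounts of 0.1 and 10, other minimum means, 4 other scalings, other thresholds, random lists without matching, and removal of mitochondrial, ribosomal protein and unnamed genes. The counting step was tested on simulated data for the stiff against soft comparison, with 200 of 11881 genes changed by 1.5 on the log2 scale, of which 96.5% were recovered, with 0 false calls. The local linear fit, tested on a simulated trend over 14114 genes, gave a correlation of 0.988 with the trend put in. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, matplotlib 3.10.9 and BLAST 2.17.0 were used.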

Results

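Gene expression was measured in cells sorted by their tdTomato label from mouse ankle synovium and cultured for 24 h on plates of 0.2 kPa (soft), 8 kPa (intermediate) or 64 kPa (stiff). The study asked whether the stiffness of the matrix alters these cells and their differentiation toward fibroblasts. There was 1 library per level, so no difference below has a replicate check, and differences between cultures cannot be separated from differences between stiffness levels. The libraries held 25487064 reads (soft), 28081600 reads (intermediate) and 26474862 reads (stiff), and 20599, 20667 and 20398 genes had at least 1 read in them, in that order.

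Efhd1, whose Cre recombinase marked the cells, lies on chromosome 1 at 87192031 to 87238565 on the plus strand of GRCm39, and its canonical transcript has 4 exons. It was covered by 10 reads in the soft, 5 in the intermediate and 3 in the stiff library. The log2 ratio of stiff to soft was -1.46, with a counting interval from -4.24 to 0.22, so no change in Efhd1 was detectable at so few reads. The reporter transcript tdTomato, named after its values were seen, stood at 818 normalized counts in the soft, 1193 in the intermediate and 2668 in the stiff library.

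The comparison of stiff with soft covers the full range of stiffness. Of 11873 genes, 428 differed by a log2 ratio of at least 1, with 382 higher and 46 lower in the stiff library. Simulated unchanged libraries gave at most 1 such gene in 100 draws, a figure that includes counting error only. The count depended on the thresholds: at a log2 ratio of at least 2 it was 17, without a filter on low counts it was 5827, with 2932 higher and 2895 lower, and with a mean of at least 10 it was 822, with 595 higher and 227 lower. After subtraction of the trend with transcript length and GC content, 300 genes passed, and 249 of them were among the 428.

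The intermediate and soft libraries differed less. At the same threshold 20 genes differed, with 19 higher and 1 lower in the intermediate library, against at most 3 in the simulated draws. With a mean of at least 10, 124 were higher and 91 lower. Without a filter 1186 were higher and 2460 lower, but that split gives no direction. A single read against 0 passes the threshold in the soft library (Dpp4, -1.02) and misses it in the intermediate library (Myh1, 0.96). Between stiff and intermediate, 148 genes differed, with 98 higher and 50 lower in the stiff library, against at most 2 in the simulated draws.

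Stiffness levels are ordered, so genes that moved one way over both steps were counted. There were 123 that rose and 5 that fell by at least 0.5 in each step, against at most 1 gene in the simulated draws. With the length and GC trend subtracted the total fell from 128 to 69, and 59 genes were in both sets. Across genes, which are not independent replicates, the log2 ratios of intermediate to soft and of stiff to soft had a Pearson correlation of 0.62 and a Spearman correlation of 0.61. Both ratios share the soft library, and simulated unchanged libraries gave a Pearson correlation of 0.51 and a Spearman correlation of 0.46. With the trend subtracted the observed Pearson correlation was 0.54. The ratios of the successive steps, intermediate to soft and stiff to intermediate, had a Pearson correlation of 0.10, against -0.48 in the simulated libraries, in which the shared intermediate library enters with opposite signs. Among the 428 genes changed between stiff and soft, the intermediate library had a median of 38.6% of the log2 change.

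In the stiff against soft comparison the highest log2 ratios belonged to Ubb-ps, Actg2, Acta2, Nes and Lmod1. Acta2, on chromosome 19 at 34217737 to 34232990 on the minus strand, with 9 exons in its canonical transcript, had 7779 normalized counts in the soft, 10080.3 in the intermediate and 36823 in the stiff library. Its log2 ratio was 2.24, with a counting interval from 2.21 to 2.28. The ratios were 2.28 for Actg2, 2.19 for Nes and 2.18 for Lmod1. Ubb-ps rose from 18 reads in the soft and 20 in the intermediate library to 622 in the stiff library. Its transcript is 97.7% identical to that of Ubb over 617 nt, so its count is uncertain. The lowest ratios were -2.30 for Pcdh20, -2.09 for Nnat, -1.65 for Ndnf, -1.62 for Nptx1 and -1.59 for Slitrk6. Pcdh20, on chromosome 14 at 88694835 to 88708832 on the minus strand, had 274 reads in the soft, 273 in the intermediate and 55 in the stiff library.

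Between intermediate and soft the highest log2 ratios were 1.57 for Fosb, 1.35 for Dock2, 1.21 for Ccl3, 1.13 for Hspg2 and 1.04 for Arc. The ratio of Hspg2, a gene with 97 exons, was 0.34 after the local linear correction for length and GC content and 0.71 after the first version of it. The lowest ratios were -1.0 for Gzmd, -0.82 for Rerg, -0.69 for Pgap4, -0.66 for Nnat and -0.61 for Gzme. Gzmd and Gzme transcripts are 93.8% identical over 928 nt, so their separate counts are uncertain. Fosb returned in the stiff library to 140.5 normalized counts, from 461 in the intermediate and 154.8 in the soft library.

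Between stiff and intermediate the highest ratios were those of Ubb-ps, Actg2 at 2.18, Myl9 at 1.91, Acta2 at 1.87 and Cnn1 at 1.84. The lowest were -2.17 for Pcdh20, -1.77 for Tcim, -1.71 for Fosb, -1.66 for Slitrk6 and -1.63 for Nptx1. The genes with the largest smaller step upward were Fmnl1, Marco, Fndc1, Osgin1 and Acta1, with stiff to soft ratios of 1.90, 2.00, 2.02, 1.82 and 1.88. Downward they were Nnat, Ndnf, Penk, Hapln1 and Myot, of which Myot fell by less than 0.5 in each step. Which cells gave the upward genes was not tested, and the macrophage genes described below rose in both steps too.

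**Figure D1:**
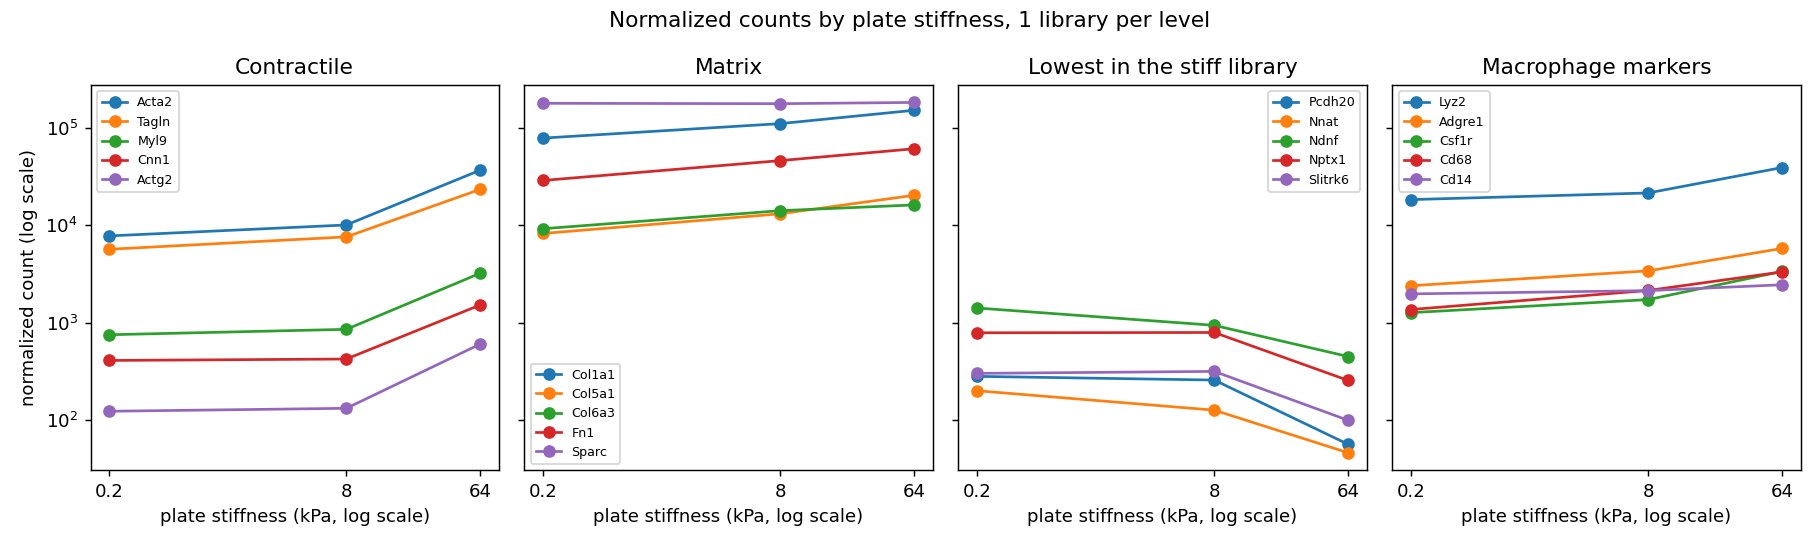
Normalized counts on a log axis against plate stiffness in kPa on a log axis, with 1 point per library and a line per gene, for contractile, matrix and macrophage genes picked from the fixed lists after their values were seen and the 5 lowest genes of stiff against soft. Acta2 went from 7779 to 36823 and Pcdh20 from 280.9 to 56.4 between the soft and the stiff library.

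Gene lists fixed before the data were examined addressed cell state. In the stiff against soft comparison the median log2 ratio of 12 myofibroblast genes was 1.05, at percentile 100 of matched random lists. The median was 0.80 for 12 targets of the MRTF and SRF factors, 0.55 for 17 collagen and matrix genes and 0.48 for 22 targets of YAP and TAZ, each at percentile 100. All 17 collagen and matrix genes and all 12 MRTF and SRF targets were higher in the stiff library. Of the 12 myofibroblast genes 11 were higher and Cthrc1 was lower, at -0.66, and of the 22 YAP and TAZ targets 19 were higher and Nt5e, Igfbp3 and Fjx1 were lower, at -0.92, -0.41 and -0.31. Under 3 of the 4 other scalings, which shift the stiff to soft ratio by -0.053 to -0.058, Sparc, at 0.03 as deposited, was lower, while the medians of these 4 lists stayed positive under all 4. With the length and GC trend subtracted the medians were 0.75, 0.68, 0.33 and 0.26 for myofibroblast, MRTF and SRF, collagen and matrix, and YAP and TAZ genes, at percentile 99.99 for collagen and matrix and 100 for the others. In the collagen and matrix list Fbn1, at -0.17, and Col1a2, at -0.004, were then lower. The myofibroblast list then had 10 genes higher and 2 lower, with Tnc added at -0.18. The YAP and TAZ list had 16 higher and 6 lower, with Ptpn14, Arhgef17 and Dock5 added at -0.17, -0.12 and -0.07. All 12 MRTF and SRF targets stayed higher.

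The 2 steps were also taken apart. Between intermediate and soft the median was 0.23 for collagen and matrix (percentile 100), 0.20 for myofibroblast (percentile 99.98), 0.07 for MRTF and SRF (percentile 96.25) and 0.04 for YAP and TAZ genes (percentile 79.76). With the length and GC trend subtracted these were 0.11, 0.15, 0.07 and -0.04. Between stiff and intermediate it was 0.18 for collagen and matrix (percentile 99.8), 0.72 for myofibroblast, 0.70 for MRTF and SRF and 0.34 for YAP and TAZ genes, the last 3 at percentile 100, and with the trend subtracted 0.14, 0.67, 0.65 and 0.35. The difference between lists was not tested.

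For the telocyte list the median log2 ratio of stiff to soft over 8 genes was 0.05, at percentile 63.13, with 4 genes higher and 4 lower. Of the 10 listed genes, Efhd1 and Gli1 were left out, with means of 6.01 and 9.58. How far the 8 tested genes separate telocytes from fibroblasts was not tested. The median therefore does not show whether telocyte identity was kept or lost. The median was below 0 under 3 of the 4 other scalings. Its percentiles were 84.51 between intermediate and soft and 50.32 between stiff and intermediate. Progenitor fibroblast genes had a median of 0.37 at percentile 98.74 between stiff and soft, 0.00 at percentile 50.81 between intermediate and soft and 0.26 at percentile 99.13 between stiff and intermediate. Synovial sublining fibroblast genes had a stiff to soft median of 0.26 at percentile 97.74, which was 0.12 at percentile 88.18 with the length and GC trend subtracted. The sublining percentiles of the 2 steps were 94.21 and 93.27. Synovial lining fibroblast genes, of which 5 were tested, lay at percentiles 73.12, 87.11 and 86.23 in the stiff against soft, intermediate against soft and stiff against intermediate comparisons.

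Proliferation genes had a stiff to soft median of -0.25 and a stiff to intermediate median of -0.30, both at percentile 0, and a median of 0.05 at percentile 89.06 between intermediate and soft. Inflammatory and matrix-degrading genes had a median of 0.13 at percentile 99.57 between intermediate and soft and of -0.37 at percentile 0 between stiff and intermediate. Their stiff to soft median of -0.10 lay at percentile 7.61, with 5 genes higher and 9 lower. That median hides a split within the list. Mmp3, Mmp13 and Mmp9 were lower, at -1.14, -1.02 and -0.935, and Cxcl2 and Ptgs2 were higher, at 0.66 and 0.52. Between intermediate and soft 10 of the genes were higher and 4 lower, the latter including Mmp3 at -0.375 and Mmp9 at -0.25. Immediate early genes had medians of 0.61, 0.33 and 0.22 in the stiff against soft, intermediate against soft and stiff against intermediate comparisons, at percentiles 100, 100 and 99.9. Integrated stress response genes had a stiff to soft median of 0.36 at percentile 99.68, an intermediate to soft median of 0.02 at percentile 66.02 and a stiff to intermediate median of 0.36 at percentile 99.99. Hypoxia and glycolysis genes lay at percentiles 88.86, 69.94 and 95.28, and cholesterol synthesis genes at percentiles 13.58, 17.31 and 4.43, in the same order of comparisons.

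Lists for other cell types served as checks for admixed RNA. The median log2 ratio of 12 macrophage genes was 1.26 between stiff and soft, 0.43 between intermediate and soft and 0.80 between stiff and intermediate, each at percentile 100. Lyz2, the most abundant of them, had 18362 normalized counts in the soft, 21482 in the intermediate and 39173 in the stiff library. Fewer than 5 genes could be tested for endothelial (3), mural (4), skeletal muscle (2), keratinocyte (1), Schwann (2), cartilage and bone (3) and erythroid (0) cells, and these lists have no percentile. No erythroid gene had a read.

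**Figure D2:**
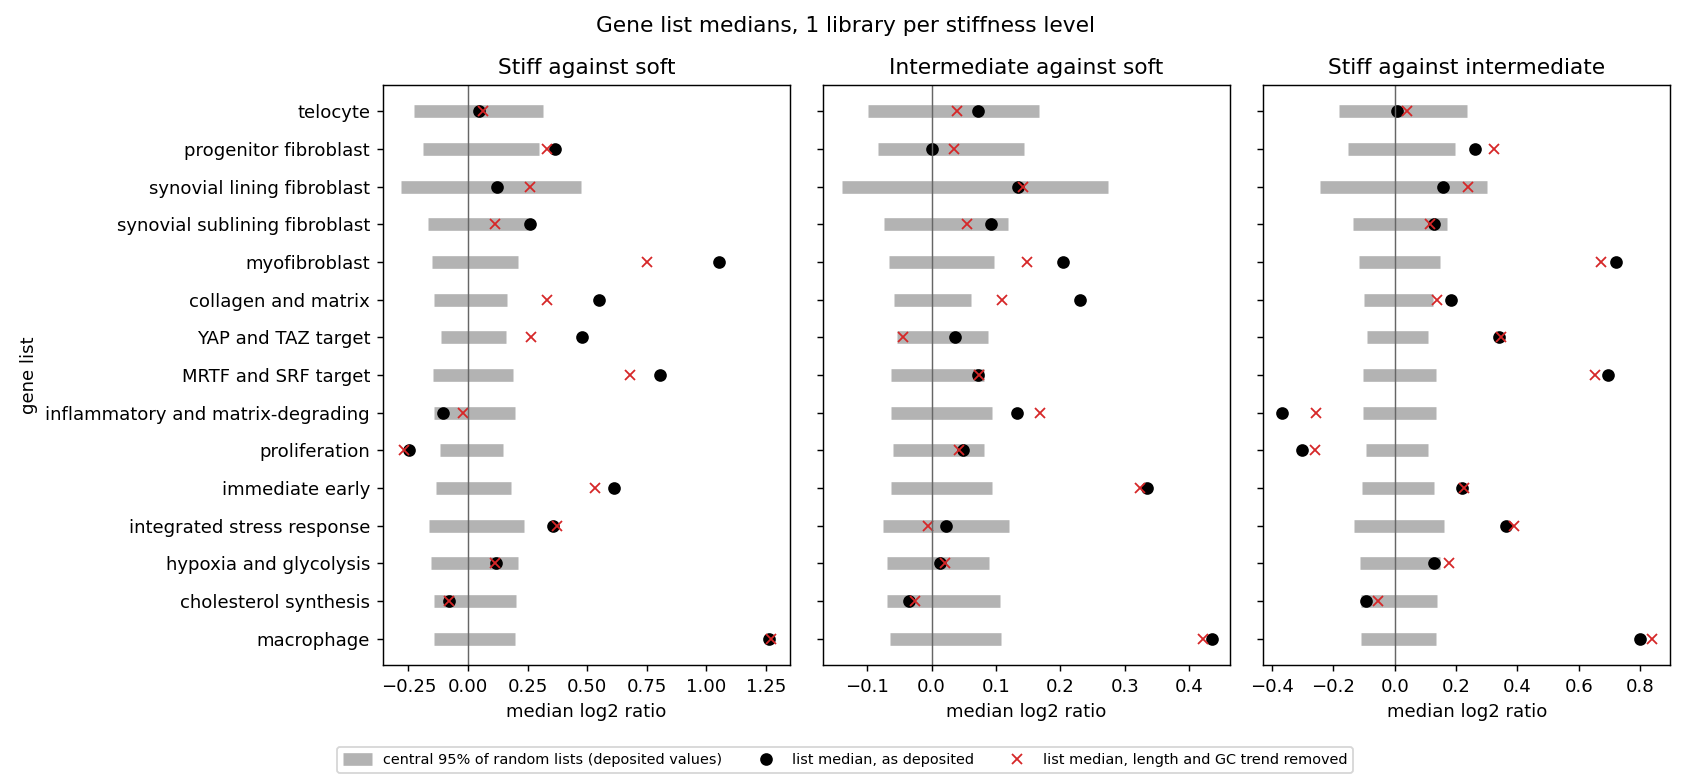
Median log2 ratio of each gene list in the 3 comparisons, with grey bars for the central 95% of matched random lists of the deposited values, black points for the deposited values and red crosses for values with the local linear length and GC trend subtracted. Each panel has its own horizontal scale, and the myofibroblast median between stiff and soft is 1.05 before and 0.75 after subtraction.

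The ratios followed the length and GC content of transcripts in all 3 comparisons. Across 11764 genes with both values, the Spearman correlation of the stiff to soft ratio was 0.26 with length and 0.26 with GC content. For intermediate to soft it was 0.30 with length and 0.18 with GC content, and for stiff to intermediate 0.12 and 0.22. Genes were divided into 4 equal classes of length and 4 of GC content. The median stiff to soft ratio was -0.15 for the 421 genes in the shortest and GC-poorest classes and 0.53 for the 381 genes in the longest and GC-richest classes.

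**Figure D3:**
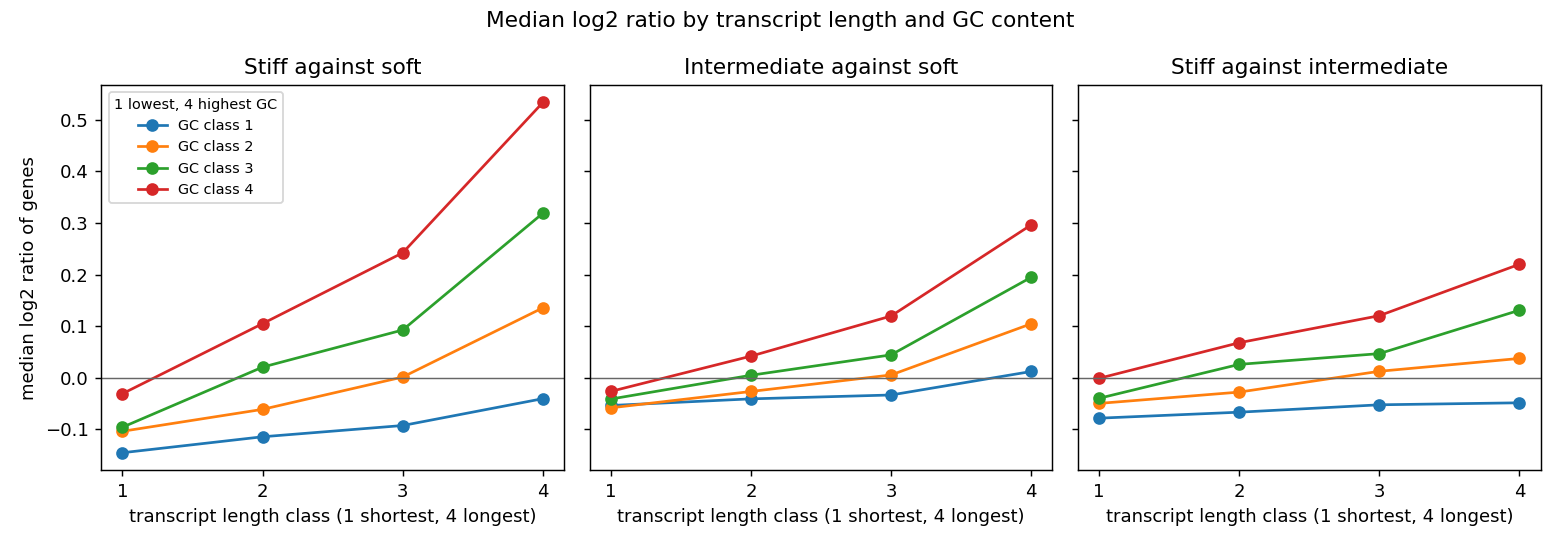
Median log2 ratio of genes, on the vertical axis, in 4 classes of transcript length, on the horizontal axis, with a line per class of GC content and a panel per comparison. The stiff against soft panel runs from -0.15 to 0.53 between the corner with short, GC-poor and the corner with long, GC-rich transcripts.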

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

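There is 1 library per stiffness level, so leaving out a replicate and a count-based test, both listed in advance for the case of replicates, were not run. The subtraction of the length and GC trend was chosen after seeing the data, in 2 versions, and the second was written because the first left long housekeeping genes shifted. Both are given. The other alternatives were fixed before the data were examined.

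Of 45 results for gene lists, 25 lay outside the central 95% of random lists, a range too narrow for genes that move together. For 39 of the 45 the side of that range was the same under every alternative. The 4 scalings are no test of this, because each shifts a list and its random lists alike. Against unmatched random lists 4 results moved inside the range: progenitor fibroblast stiff against soft (median 0.37, percentile 96.85) and stiff against intermediate (0.26, percentile 96.67), sublining stiff against soft (0.26, percentile 95.11), and inflammatory intermediate against soft (0.13, percentile 96.75). The sublining result also moved inside with a mean of at least 50 (0.26, percentile 97.31). Under the first and second versions of the trend correction its median was 0.12 in both, with percentiles 88.43 and 88.18. Under the same 2 versions the MRTF and SRF list moved outside the range between intermediate and soft (0.066 and 0.074), and the hypoxia and glycolysis list between stiff and intermediate (0.16 and 0.18). The cause of these changes was not tested. Some medians near 0 and inside the random range changed sign, such as that of the telocyte list between stiff and soft, at -0.01 under 3 scalings.

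The counts of genes depended on the thresholds by construction. The counts for stiff against soft, intermediate against soft, stiff against intermediate and one direction over both steps were 5827, 3646, 3904 and 803 without a filter, 822, 215, 451 and 214 with a mean of at least 10, and 238, 8, 72 and 69 with a mean of at least 200. For the 3 pairwise comparisons they were 1850, 546 and 1050 at a log2 ratio of at least 0.5, and 17, 1 and 8 at a log2 ratio of at least 2. At 0.25 per step 764 genes moved one way, and at 1 per step 0 did. A pseudocount of 10 gave 10 genes between intermediate and soft. The first and second versions of the trend correction gave 70 and 69 genes moving one way, and the pairwise counts stayed within 1.5 times the main ones under both. The 4 scalings kept every count within that range.

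The correlation of the 2 ratios to the soft library was 0.66 with a mean of at least 200 (0.51 in simulated unchanged libraries), 0.54 with a mean of at least 10 (0.51 simulated, with a highest draw of 0.56), and 0.54 under both versions of the trend correction. The cause was not tested, except that the trend correction removes a component both ratios share. Efhd1 stayed inside its counting interval under the pseudocounts and scalings. Of 39 ratios of named genes, 32 stayed inside their counting intervals under every alternative and 7 left it under at least 1, and none changed sign. A counting interval is wide for a gene with few reads and narrow for an abundant one. Staying inside it therefore depends on the read count and does not measure robustness. Efhd1 had 10 of 25487064 reads in the soft, 5 of 28081600 in the intermediate and 3 of 26474862 in the stiff library. Its level was thus low in each, and so few reads limit any statement on its ratio.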

Other observations

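The tests in this part were chosen after the patterns they concern had been seen. The sequence comparisons of granzyme, ubiquitin and mitochondrial transcripts were chosen then too. For granzyme and ubiquitin what each outcome would mean was set down before they were run, and for mt-Atp6 the search and the criterion were changed after results had been seen, as told below.

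The reporter transcript tdTomato rose with stiffness, by 1.70 on the log2 scale between soft and stiff, with a counting interval from 1.59 to 1.82. Scaling of the libraries does not account for it, since the smallest ratio over 4 scalings was 1.65. The highest length and GC trend fitted to any gene was 1.22, below the ratio of tdTomato, whose own sequence was not used here. At the locus that carries the reporter, Gt(ROSA)26Sor had a ratio of -0.17, Thumpd3 of 0.011 and Setd5, the highest, of 0.31, with a counting interval from 0.20 to 0.43, which argues against a rise of the whole locus as large as that of tdTomato. Between intermediate and soft Actb rose by 0.069, with a counting interval from 0.051 to 0.087, and tdTomato by 0.54, from 0.41 to 0.67, so activity of an actin-type promoter driving the reporter, as far as Actb reads it, does not account for that step. Between stiff and soft Actb rose by 0.83, so such activity may contribute a part there. That part and a larger share of labelled cells cannot be told apart here, because 1 library per level gives no cell-level value.

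All 12 macrophage markers rose in both steps. Genes expressed together share one order over 3 single libraries, and 15 of 17 collagen and matrix and 17 of 25 long housekeeping genes rose in both steps too, so this order is no test of the source. The list was fixed in advance and shares no gene with another fixed list. How many of its genes synovial fibroblasts also express was not tested. The list median stayed at 1.27 with the length and GC trend subtracted, so that trend is not the cause. The ratios of stiff to soft ran from 0.31 for Cd14 to 1.49 for C1qa, and Lyz2 had a ratio of 1.09. A larger share of macrophage RNA in the stiffer cultures cannot be told apart from a change of expression within macrophages, whether from stiffness or from the culture, because 1 library per level gives no count of cells. The cell source of other named genes, such as Marco, Fmnl1, Dock2 and Ccl3, was not tested. Their ratios therefore cannot be assigned to the sorted cells.

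The trend with transcript length bears on several shifts in the report. A list of 25 long housekeeping genes, written after the trend had been seen, had a median of 0.45 between intermediate and soft, above the 0.23 of the collagen and matrix list. The Spearman correlation of that ratio with length was 0.29 in the less expressed and 0.34 in the more expressed part of the genes. RNA quality or library preparation may differ between the libraries, but a response to stiffness that follows length would give the same values, and with 1 library per level these cannot be told apart. Under the first version of the correction the housekeeping median was 0.22, and under the second 0.07, at percentile 97.93. The second version was written in response to the first value, so this list is no independent test of it.

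Both versions left the long housekeeping list shifted between stiff and soft. Across 11764 genes the Spearman correlation of that ratio after the second version was -0.017 with length and -0.0 with GC content. Whether the remaining housekeeping shift is a part of the trend or another change of those genes was not tested. The housekeeping median between stiff and soft was 0.48 as deposited, 0.24 under the first and 0.13 under the second, at percentile 98.62, so lying outside the random range does not by itself exclude the trend. After these values had been seen, a list was also required to reach 2 times the housekeeping median under both versions. Under the second version the medians were 0.75 for myofibroblast, 0.68 for MRTF and SRF, 0.33 for collagen and matrix and 0.26 for YAP and TAZ genes, and under the first 0.75, 0.68, 0.34 and 0.27. The myofibroblast and the MRTF and SRF lists met this, so the trend does not account for the whole of their shifts. The collagen and matrix list fell short under the first version, and the YAP and TAZ list under both. For the collagen and matrix list a remaining part of the trend cannot be told apart from another cause between stiff and soft. For the YAP and TAZ list these values alone do not decide it. Between stiff and intermediate the housekeeping median fell from 0.16 to 0.09 under the first and 0.01 under the second version, at percentiles 97.06 and 60.2. The median of YAP and TAZ genes was 0.34 as deposited and 0.35 under both, at percentile 100. The trend is therefore not the whole cause of the YAP and TAZ shift in that step. The YAP and TAZ shift between stiff and soft includes that step, so the trend is not its whole cause either. The collagen and matrix median of that step was 0.13 under the first and 0.14 under the second version, outside the random range but less than 2 times the housekeeping median under the first, so for this list a remaining part of the trend cannot be told apart from another cause. The sublining median of 0.12 lay inside the random range under both, so for that list no shift beyond the random range was left. Whether stiffness or another difference between the cultures caused the remaining shifts cannot be answered with 1 library per level.

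A list of 22 tested interferon response genes was written after some of them had been seen to change. Its median was 0.46 between intermediate and soft, -0.74 between stiff and intermediate and -0.44 between stiff and soft. Subtracting the length and GC trend left 0.48 for the first of these, so that trend is not the cause. The genes were chosen for the pattern, and a difference between culture wells was not tested.

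Gzmd and Gzme, granzyme genes usually linked to cytotoxic cells, had means of 217.7 and 1057 normalized counts, and their neighbour Mcpt8 on chromosome 14 had 1106 reads in the soft library. The most abundant of 11 markers of basophils, mast cells and cytotoxic cells, Gzmb, had a mean of 1.26, so RNA from those cells is not the source. The Gzmd and Gzme transcripts are 93.75% identical, so reads may be split between them and their separate counts are uncertain. No biological explanation was tested.

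A pair of genes jumped in 1 library each. Ubb-ps had 622 reads in the stiff library against 18 and 20 in the others. It is 97.73% identical to Ubb over 82.1% of its length, so shared reads are possible, but this leaves open why 1 library differs. mt-Atp6 had 805 reads in the intermediate library against 60 in the soft and 32 in the stiff one. A first search over a few chosen copies found no match, and the search was then widened to all annotated transcripts. A nuclear copy on chromosome 1 matches it at 100% identity over 99.56% of its length. The summed range over both, a ratio of 8.62 against 23.1 for mt-Atp6 alone, met the criterion set beforehand, but adding any steady count narrows a sum, so that criterion was replaced after the result by a fall of the copy. The copy fell by 16.6 normalized counts, against a gain of 712 for mt-Atp6, so reads moved from the copy are not the source. The treatment of reads with equal matches is not stated, and mt-Atp6 lay far below mt-Co1, which had a mean of 119165 normalized counts. mt-Co2 and mt-Co3 also match nuclear copies at 100% identity and were low too, with means of 12.43 and 41.25. Leaving out reads with equal matches would give such low counts. Neither was higher in the intermediate than the soft library, at 7.54 against 18.45 and 38.65 against 49.21. Shared reads left uncounted in some libraries therefore cannot be told apart from other causes of the mt-Atp6 jump.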
